A study of Homo sapiens with 4 samples. Its data were reported in "GRHL3 binding and enhancers rearrange as epidermal keratinocytes transition between functional states" (2017).

How the data were processed

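NHEK, keratinocytes cultured from human epidermis, were transfected with scramble control or REST siRNA, scratched and collected in multiwell plates at 100000 cells per well. The control siRNA and the REST siRNAs came from different suppliers, a difference that goes with the groups. Total RNA was labelled with biotin by a whole-transcript kit and hybridized to Affymetrix Human Gene ST arrays, 1 per sample, 2 per group. The study describes its NHEK arrays as biological duplicates, and p-values measure the spread between these samples.

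The deposited values are probe set intensities on a linear scale, 1 per probe set and array. Per the submitters' processing notes, the authors made them with Affymetrix Expression Console 1.1.1 and PLIER 2.0. A normalization between arrays is not given in the sources used here. The authors treated signals below 200 as absent in their own analysis, but the deposited table of 33297 probe sets also holds values below 200. Gene names came from the annotation of the array platform. A single gene symbol was given for 19460 probe sets, several for 1754 and none for 12083. Of the first, 19429 had a gene identifier in a gene table of assembly GRCh38.p14, which was used for names only and changed 0 symbols. No gene was named from a probe set with several symbols, and no coordinates are given because no genome build is named for the arrays. A probe set without a symbol is unnamed here. Whether it has a gene or is an array control was not checked.

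Values were analysed as log2(signal + 16), and folds are on that scale, which understates the change of dim genes. A probe set was tested if its signal reached 200 on at least 2 of the 4 arrays, regardless of group, which left 10448 (7073 with 1 symbol, 708 with several and 2667 with none). Where both arrays of a group lay under 200, the fold is also given as at least the brighter group's mean over 200, and no fold is given where both groups lay under it. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, with neither trend nor robust option), two-sided, with Benjamini-Hochberg adjustment over all tested probe sets and a threshold of 0.05. With 2 arrays against 2, an exact permutation test cannot go below 0.33, so p-values rest on the spread that limma pools over genes (2 residual and 4.12 prior degrees of freedom). The test behind the study's own p-values for these arrays is not given in the sources used here. Standard errors and 95% confidence intervals are limma's.

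Gene lists (21, set down before the data were examined) were tested with camera at a preset correlation of 0.01, each gene taken once by its brightest probe set (6746 genes), with Benjamini-Hochberg adjustment over the lists. Camera with a correlation estimated from the arrays and fry served as alternatives. Of 245 genes with several tested probe sets, 0 had probe sets past an unadjusted p of 0.05 in both directions. Genes were named by a rule also set down beforehand. It takes REST and the genes the study names for this experiment, the 10 largest rises and 10 largest falls past the adjusted p with arrays of the groups not overlapping, filled up from an unadjusted p of 0.05 where fewer passed, and up to 4 members of each list with the smallest p, at most 2 per direction. Most exceptions are marked as such. Others, among them INA, L1CAM, HCN4, TXNRD1 and RIMS2, also lie outside the rule. Genes of the Y chromosome, XIST and TSIX were left out of the tables, 4 tested probe sets in all.

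The steps were tested on simulated data, 20 sets of 4 arrays with 200 changed genes each. Means and variances were modelled on the 10448 probe sets. The rates that follow hold for the simulated spread only. On the real arrays the scramble control pair differed more than the siREST pair (SD of the log2 difference 0.270 and 0.185). Of genes changed by 0.5, 1 and 2 on the log2 scale, 5.39%, 83.5% and 99.1% were recovered, with median estimates of 0.50, 1.00 and 2.00, and 5.48% of the calls were false. A list of 15 genes moved by 1 on the log2 scale was called in 100% of the sets with the preset correlation and in 0% with the estimated one, and unchanged lists were called in 0% of cases. Genes were drawn independently there, so that this does not test how camera behaves with correlated genes. Alternatives covered the signal minimum, the pseudocount, normalization between arrays, the variance model, array weights, a block by replicate number, probe sets averaged by gene, the set test, and each array left out in turn, when a lone array is taken to vary like the other group. Cyclic loess normalization, a test of probe sets with 1 symbol only and a test of all probe sets with no signal minimum were added after seeing the data.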

Results

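Primary human epidermal keratinocytes (NHEK) were transfected with 30 nM of a scramble control siRNA or of a pool of siRNAs against REST (siREST), and the confluent layer was scratched 60 hours later in a grid, so that cells moved into the cleared strips. RNA was collected 12 hours after the scratch, 72 hours after transfection. REST is a zinc finger repressor that keeps neuronal genes silent in other cell types by recruiting histone deacetylases. The comparison asks which genes of scratched keratinocytes depend on REST. According to the paper, only cells at the scratch edges are induced to migrate, so the RNA comes from a mixed population. The paper also reports that REST-depleted cells closed the scratch more slowly. These arrays cannot separate an effect of REST on a gene from one of slower closure. RNA of 2 scramble control and 2 siREST samples was read on 4 whole-transcript arrays, each with 33297 probe sets. The median signal per array was 86.3 to 91.7, and 10101 to 10383 probe sets reached a signal of 200. The number of arrays limits the precision.

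Across the 10448 probe sets tested, which are not independent replicates, the siREST arrays were closer to each other (r = 0.987 between log2 signals, SD of the log2 difference 0.185) than the scramble control arrays were (r = 0.974, SD 0.270). Scramble control replicate 2 stood slightly closer to siREST replicate 1 (r = 0.976, SD 0.255) and siREST replicate 2 (r = 0.978, SD 0.247) than to the other control. The first principal component, with 50.1% of the variance, had both control arrays on one side and both siREST arrays on the other. The second component, with 33.0%, set scramble control replicate 2 apart from the other arrays.

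REST itself was lower on both siREST arrays. Its signal was 652 and 661 on the scramble control arrays and 102 and 94.7 on the siREST arrays, with means of 657 ± 6.43 and 98.4 ± 5.31 (SD, n = 2). REST fell by 2.56 on the log2 scale (SE 0.10, 95% confidence interval -2.80 to -2.31, adjusted p = 0.00031 in limma). Because both siREST values lay under 200, the fall is at least 3.28-fold when the siREST level is set to 200.

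Of the 10 largest rises in siREST cells, 4 were of genes on the REST target list, UNC13A, RUNDC3A, CHRNB2 and BEX1. UNC13A, which primes synaptic vesicles for release, had a signal of 3.0 ± 0.11 in scramble control and 617 ± 21.8 in siREST cells (SD, n = 2; adjusted p = 2.6e-05), at least 3.09-fold higher against the minimum of 200. RUNDC3A, a neuronal vesicle protein, rose from 38.1 ± 5.26 to 678 ± 44.0, at least 3.39-fold (adjusted p = 0.00019). The dopamine receptor gene DRD2 rose from 56.6 ± 9.56 to 725 ± 16.7, at least 3.63-fold (adjusted p = 0.00028). BSN, a scaffold of the presynaptic active zone, reached 399 ± 4.67 from 18.5 ± 2.15, and CHRNB2, a subunit of neuronal nicotinic acetylcholine receptors, reached 421 ± 38.6 from 26.9 ± 9.11. NMNAT2, an NAD-synthesizing enzyme that maintains axons, BEX1, TP53I11 and MANEAL rose from signals under 200 to 218 ± 14.0, 262 ± 1.68, 447 ± 7.85 and 305 ± 30.6. CXCL14, a chemokine made by epithelia, rose from 191 ± 71.7 to 1108 ± 122, a log2 change of 2.48 (SE 0.24, adjusted p = 0.019). That call ended without siREST replicate 1 (adjusted p = 0.16) or siREST replicate 2 (adjusted p = 0.12), and with all 33297 probe sets tested (adjusted p = 0.16).

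Of the 59 textbook REST target genes set down before the data were examined, 15 were bright enough to be tested, and 9 of these were higher in siREST cells at an adjusted p under 0.05. Adjusted over the list alone, 13 were higher. The 9 were UNC13A, RUNDC3A, CHRNB2, BEX1, STMN3, L1CAM, INA, GDAP1 and NEFM, and the last 5 lost the call without siREST replicate 1 (adjusted p = 0.13 to 0.30) and without siREST replicate 2 (0.083 to 0.16), and also when all 33297 probe sets were tested. With no minimum and only the 21214 probe sets with a gene, all 9 kept the call. With a block by replicate number, 6 REST targets were called higher. INA, a neuronal intermediate filament, rose from 292 ± 50.4 to 903 ± 77.2 (SD, n = 2), and L1CAM, an adhesion molecule of axons, from 95.7 ± 6.66 to 249 ± 5.02. CDK5R2 (log2 change -0.03, adjusted p = 0.95) and HCN4 (0.02, unadjusted p = 0.88) did not pass. The median log2 change of the list was 1.41, or 0.40 with genes under 200 in one group set to that level, and the list stood above the other genes (camera, adjusted p = 2.9e-30 over 21 lists). With a correlation estimated from the arrays the adjusted p was 0.13 over the lists, and the unadjusted p was 0.0063. Of the 15, 9 had both scramble control arrays under 200 and reached the minimum through the siREST arrays, 8 of them among the called, so that the minimum favours targets that rose. With no minimum the median of the 56 targets on the array was 0.28. In tests run after seeing the data, 7 of them were then higher against 5 of 18361 other genes (Fisher's exact test, two-sided p = 1.3e-15), and 17 against 27 (p = 7.1e-33) when probe sets without a gene symbol were also left out.

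**Figure D1:**
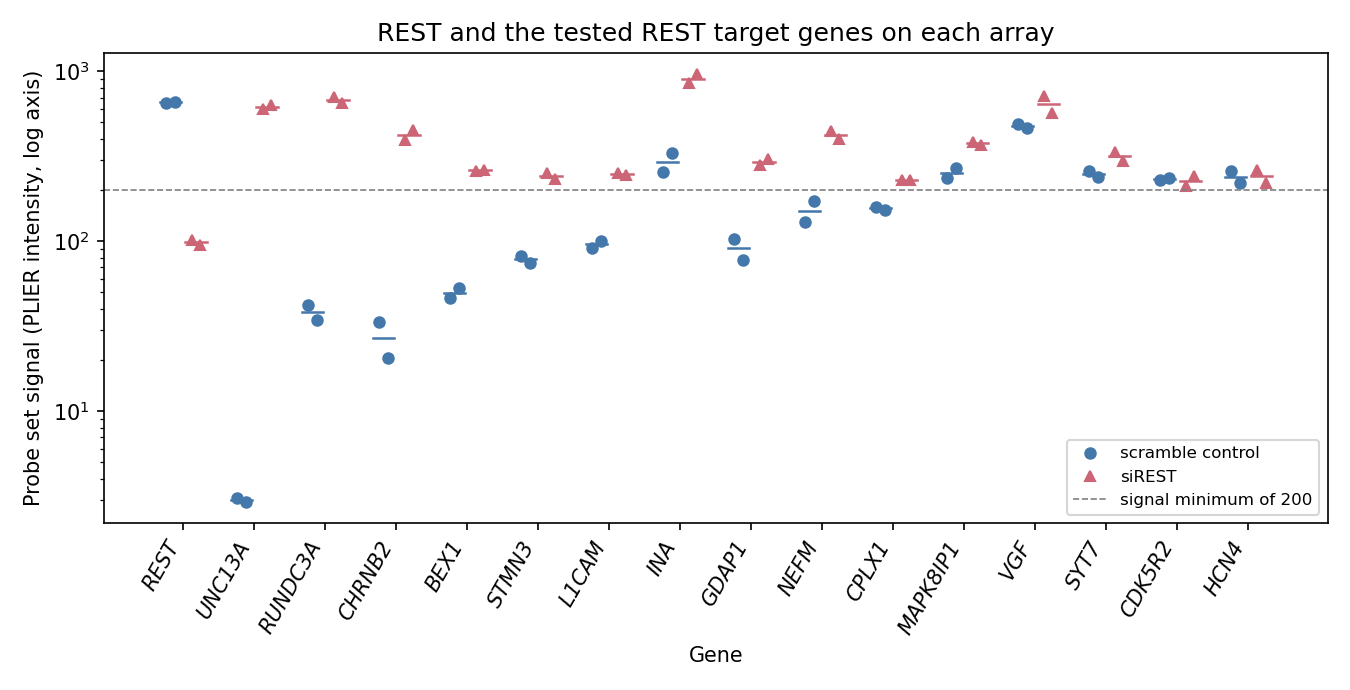
Probe set signal (PLIER intensity, log axis) of REST and of the 15 tested REST target genes on each array, with scramble control arrays as circles, siREST arrays as triangles, short lines for the mean of 2 arrays and a dashed line at the signal minimum of 200. REST lies at 652 and 661 in scramble control and at 102 and 94.7 in siREST, and the 9 called targets lie higher on both siREST arrays.

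In total 34 probe sets passed an adjusted p of 0.05, 27 of them higher and 7 lower in siREST cells, and on all 34 the arrays of the groups did not overlap, as on 40.3% of all tested probe sets, where chance gives 33.3%. Of the rises, 24 were over 2-fold on the log2(signal + 16) scale, and of the falls 1, that of REST. The other named rises were SCAMP5, DISP2, MARCHF4, IGFL1, DSC1, CEP15, MAP1B, SLC68A1, GPR15LG, KCNMA1, DSG1 and FERMT2, listed after their values were seen. At an unadjusted p of 0.05, 940 probe sets differed where 522 were expected by chance. Of these 293 were higher and 647, or 68.8%, lower, a share that was 52.9% once each array was centred on its median and 53.5% after quantile normalization. The number and balance of calls depended on which probe sets were tested. With each gene tested once, 37 genes were higher and 27 lower, with 1-symbol probe sets alone 36 and 25, and with all 33297 probe sets 12 and 1. The setting with all 33297 was added after seeing the data, and 10 of the 33 named genes called kept the call there. With no minimum and only the 21214 probe sets with a gene, set down beforehand, all 33 kept it, CXCL14 among them. The count past the adjusted threshold was 10 without either siREST array and 193 without scramble control replicate 2, when only 42.0% were higher.

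Besides REST, 5 named genes and 1 probe set with no gene name were lower at an adjusted p under 0.05. THOC7, a subunit of the complex that couples transcription to mRNA export, fell from 519 ± 1.52 to 269 ± 8.34 (SD, n = 2), a log2 change of -0.91 (SE 0.10, adjusted p = 0.027). NEK7, a kinase needed for the NLRP3 inflammasome, fell from 296 ± 15.9 to 142 ± 9.34 (adjusted p = 0.028). RTCA, an RNA cyclase, fell from 379 ± 11.9 to 192 ± 2.48, ADAM8, a membrane-bound metalloprotease, from 279 ± 2.13 to 141 ± 8.89, and GPRC5A, an orphan receptor induced by retinoic acid, from 233 ± 0.66 to 112 ± 2.89. The unnamed probe set went from 2185 ± 9.40 to 1099 ± 70.3. The naming rule filled up the 10 largest falls with 4 genes past an unadjusted p of 0.05 only. They had larger negative changes than these 5 but missed the adjusted threshold. How many more genes did so was not counted. These were KPRP (log2 change -1.35, adjusted p = 0.46), the chromatin protein gene HMGB2 (-1.13, adjusted p = 0.14), LCE2C (-1.12, adjusted p = 0.50) and LRATD2 (-1.04, adjusted p = 0.13). With an array left out, KPRP ran from -1.90 to -0.81 and LCE2C from -1.65 to -0.59. HMGB2 ran from -1.37 to -0.88 and LRATD2 from -1.26 to -0.82, while the 5 named falls stayed between -1.04 and -0.85. The larger size of these 4 changes thus depended on the arrays used. The 5 named falls lost the call without siREST replicate 1 (adjusted p = 0.31 to 0.41) and without siREST replicate 2 (0.24 to 0.39), and GPRC5A (0.056) and ADAM8 (0.051) also lost it with an intensity trend and robust eBayes. All 5 lost it with all 33297 probe sets tested (0.26 to 0.31) and with a block by replicate number (0.13 to 0.15). All 5 kept it with no minimum and only the 21214 probe sets with a gene.

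DSC1 and DSG1, desmosomal cadherin genes of the suprabasal epidermis, were higher in siREST cells. DSC1 rose from 186 ± 29.9 to 517 ± 5.39 (SD, n = 2; log2 change 1.41, SE 0.13, adjusted p = 0.017) and DSG1 from 596 ± 0.50 to 1100 ± 32 (0.87, SE 0.10, adjusted p = 0.031). These 2 were the members past the adjusted threshold among 25 early differentiation genes and among 28 epithelial junction genes, and both calls ended without either siREST array (adjusted p = 0.15 to 0.41) and with all 33297 probe sets tested (0.16 and 0.32). Both calls also ended with a block by replicate number (adjusted p = 0.066 for DSC1 and 0.16 for DSG1). Both were kept with no minimum and only the 21214 probe sets with a gene. The other desmosomal cadherins did not pass, with DSC2 at 0.45 (adjusted p = 0.51), DSG3 at 0.10, DSC3 at 0.09 and DSG2 at -0.13, values picked after they were seen. Adjusted over the list alone, 4 early differentiation genes were higher, and the other 2, picked after their values were seen, were the suprabasal keratins KRT10 (log2 change 1.37, adjusted p = 0.13) and KRT1 (1.05, adjusted p = 0.29). The remaining members went both ways, so that the list's median was -0.03 while its mean was 0.15, and the list missed the threshold (camera, adjusted p = 0.054). It passed without scramble control replicate 2 (median 0.17, adjusted p = 1.1e-07) and siREST replicate 2 (0.13, adjusted p = 8.6e-07), and its test turned without scramble control replicate 1 (-0.19, adjusted p = 0.55). SERPINB7 (-0.17) and HES1 (-0.16) did not pass. In the junction list 2 genes were higher and 1 lower adjusted over the list alone, the latter being the tight junction gene CLDN7 (-0.71, adjusted p = 0.14), with TJP1 at -0.33 (adjusted p = 0.50). The junction list as a whole missed the threshold (median 0.02, adjusted p = 0.20), which it passed with a minimum of 400 (0.045) and without scramble control replicate 2 (0.017).

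Among 19 wound-activated genes none passed the threshold over all genes, 5 were lower adjusted over the list alone, and at an unadjusted p of 0.05 limma gave 6 lower and 1 higher. The 5 were the cytokine genes IL1B and IL1A and, picked after their values were seen, FOSL1 (log2 change -0.62), a transcription factor, and the growth factor genes TGFA (-0.54) and HBEGF (-0.42), while the growth factor gene EPGN was at 0.07. IL1B had a signal of 570 ± 24.3 in scramble control and 294 ± 46.4 in siREST cells (SD, n = 2; log2 change -0.93, adjusted p = 0.10), and IL1A 1305 ± 5.05 and 725 ± 100 (-0.84, adjusted p = 0.12). The extracellular matrix gene TNC was at 0.32 (adjusted p = 0.49) and the integrin gene ITGAV at 0.20 (adjusted p = 0.75). The list had a median of -0.07 and missed the threshold (adjusted p = 0.054). It passed without scramble control replicate 1 (adjusted p = 0.022) and without siREST replicate 1 (adjusted p = 0.010).

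Proliferation genes fell as a list, with 32 of 33 tested members below 0 and a median log2 change of -0.27 (camera, adjusted p = 6.5e-09), against a median of -0.03 over all genes tested. With an estimated correlation the adjusted p was 0.93. No member passed over all genes, 4 were lower adjusted over the list alone, and 12 were lower at an unadjusted p of 0.05 in limma. The cyclin gene CCNE1 had a log2 change of -0.89 (adjusted p = 0.27) and the mitotic kinesin gene KIF20A of -0.62 (adjusted p = 0.34), while MCM3 of the replicative helicase was at 0.12 (adjusted p = 0.78). The list's median was -0.15 without siREST replicate 1, the array with the lowest level of these genes.

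Unfolded protein and amino acid stress genes also fell as a list, with 25 of 26 members below 0 and a median of -0.23 (camera, adjusted p = 1.7e-06), and with an estimated correlation the adjusted p was 0.30. No member passed over all genes, 4 were lower adjusted over the list alone and 12 at an unadjusted p of 0.05 in limma. HSPA5, the main chaperone of the endoplasmic reticulum, was at -0.42 (adjusted p = 0.34) and the stress-induced mTOR inhibitor DDIT4 at -0.41 (adjusted p = 0.37), with PHGDH of serine synthesis at 0.09 (adjusted p = 0.83).

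Late differentiation genes, which encode proteins and lipid enzymes of the cornified layer, fell as a list of 32 with a median of -0.38 (camera, adjusted p = 0.0043), and with an estimated correlation the adjusted p was 0.93. None passed over all genes or adjusted over the list alone, and 7 were lower at an unadjusted p of 0.05 in limma. KPRP had signals of 662 and 1424 on the scramble control arrays and 494 and 277 on the siREST arrays. The cornified envelope gene SPRR2D was at -0.46 (adjusted p = 0.40), the ceramide synthase gene CERS3 at 0.21 (adjusted p = 0.63) and the lipoxygenase gene ALOXE3 at 0.28 (adjusted p = 0.65). The call ended without scramble control replicate 2 (median -0.05, adjusted p = 0.99) and without siREST replicate 2 (median -0.14, adjusted p = 0.55).

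**Figure D2:**
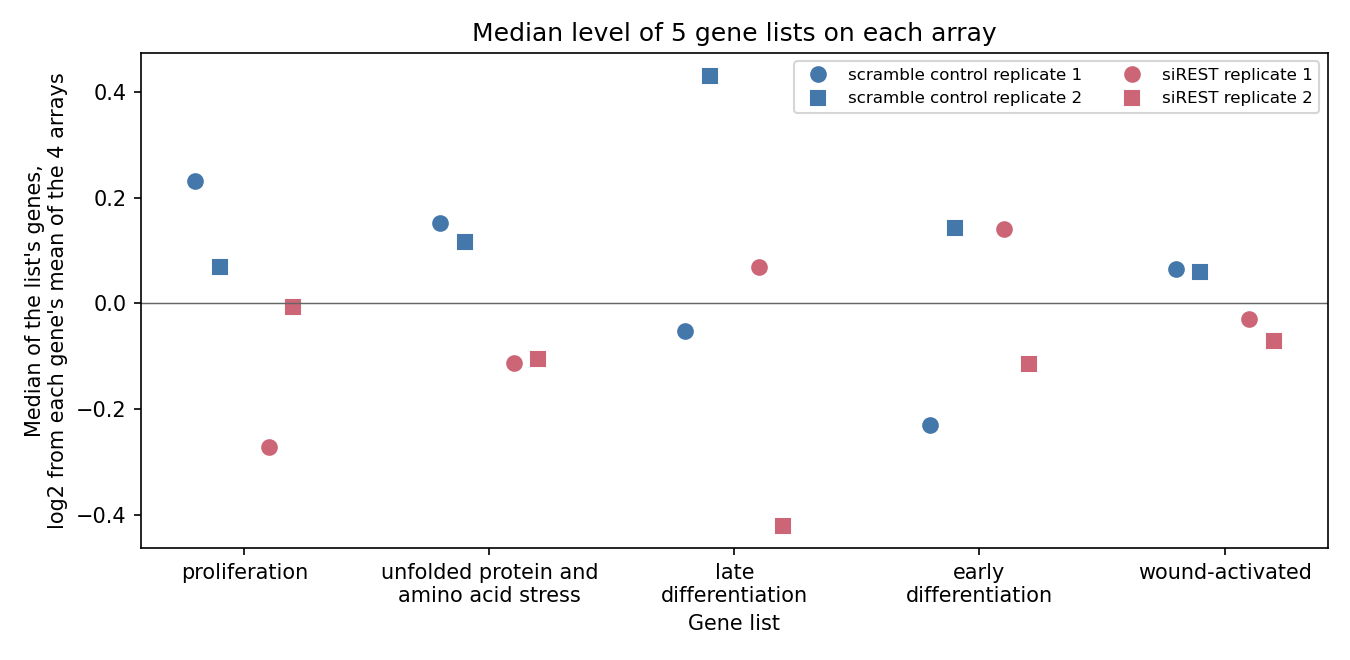
Median of the genes of 5 lists on each array, as log2 distance from each gene's mean over the 4 arrays, with scramble control in blue and siREST in red, replicate 1 as circles and replicate 2 as squares. Stress genes lie at 0.15 and 0.12 in scramble control and at -0.11 and -0.11 in siREST, while late differentiation genes lie at -0.05 and 0.43 in scramble control and at 0.07 and -0.42 in siREST.

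The genes that the study names around GRHL3, REST and migration were dim or did not pass the test. SMAP1, a regulator of ARF GTPases, was at 303 ± 7.75 and 340 ± 1.52 (SD, n = 2; log2 change 0.16, adjusted p = 0.69) and was the only tested member of this list of 6 (camera, adjusted p = 0.42), which was put together from genes the study names and so is not independent of it. DNER, METRNL, SEMA5A, TGFBR3 and SEMA3A stayed under 200 on all arrays. Their mean signals were 78.2, 81.4, 78.3, 65.6 and 86.3 in scramble control and 81.0, 68.5, 92.4, 85.1 and 49.4 in siREST cells. Both siREST arrays lay above both scramble control arrays for SMAP1, SEMA5A and TGFBR3, as 16.7% of genes would by chance. They lay below for SEMA3A, while DNER and METRNL overlapped. No test of this pattern was run for the list. The paper lists SMAP1, SEMA5A and TGFBR3 among genes repressed by GRHL3 during migration. It reports REST binding at GRHL3 targets from ChIP-qPCR. NRP1, a semaphorin receptor gene on the REST target list, was at 128 and 106, with both siREST arrays below both scramble control arrays. Work that the paper cites names REST as a repressor of NRP1, and these values go the other way. GRHL3, the factor with which REST was studied, had a signal of 405 ± 82.0 and 363 ± 59.4 (log2 change -0.15, adjusted p = 0.85).

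Lists bearing on movement and attachment were not shifted in a common direction. Fry's mixed test, which counts changes in either direction, gave them low unadjusted p-values. These were 3.6e-05 for extracellular matrix, 0.0004 for axon guidance, 0.0046 for actin and 0.0096 for basal genes. Fry does not compare a list with other genes. Only 17 of 61 axon guidance, 21 of 53 extracellular matrix, 42 of 48 actin and 17 of 24 basal genes were tested. The 17 tested semaphorin, plexin and axon guidance genes had a median of -0.02 (camera, adjusted p = 0.93), with 1 lower adjusted over the list alone, the ephrin receptor gene EPHA2 (-0.64, adjusted p = 0.13). SEMA4A was at -0.24, ROBO1 at 0.24 and EFNA3 at 0.20. Among 42 actin and motility genes (median -0.07, adjusted p = 0.55) none passed adjusted over the list alone, and 3 were higher and 1 lower at an unadjusted p of 0.05 in limma, with MYL9 at 0.46, TAGLN at 0.57, DIAPH3 at -0.42 and TLN1 at -0.25. Among 21 extracellular matrix genes (median -0.00, adjusted p = 0.83) 2 were higher and 2 lower adjusted over the list alone. These were TIMP1 (0.53) and SPARC (0.57), and THBS1 (-0.56) and LAMB3 (-0.46). Among 17 basal keratinocyte genes (median -0.05, adjusted p = 0.90) 3 were higher and 2 lower in that way, among them IGFBP3 (0.63), DST (0.35), LAMB3 and the integrin gene ITGA3 (-0.38). None of these passed over all genes, but EPHA2 and IGFBP3 did when each gene was tested once (adjusted p = 0.030 for both), and TAGLN (0.031) and THBS1 (0.045) without scramble control replicate 2.

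The 18 REST corepressor genes were not shifted in a common direction (median 0.01, camera adjusted p = 0.80), with none past the threshold adjusted over the list alone. Fry's mixed test gave them an unadjusted p of 0.0019. At an unadjusted p of 0.05 limma gave HDAC2 (-0.35) and KDM1A (-0.32) lower and PHF21A (0.34) higher, with CTDSP1 at 0.26. The interferon-stimulated list, which responds to siRNA in some cells, had 8 tested genes with a median of 0.07 (adjusted p = 0.14). With no signal minimum the list stood above other genes (median 0.06, camera adjusted p = 0.013). Among the 8 were OAS1 (0.37), TRIM22 (0.35), LGALS3BP (-0.22) and CMPK2 (-0.06), and none was past the threshold adjusted over the list alone. The 18 p53 targets (median 0.02, adjusted p = 0.52), with SESN1 at 0.42, DDB2 at 0.15, GADD45A at -0.26 and BAX at -0.21, the 16 cholesterol synthesis genes (median -0.06, adjusted p = 0.90), with SREBF2 at 0.14, INSIG1 at 0.09, MVD at -0.23 and IDI1 at -0.14, and the 38 ribosomal protein genes (median -0.03, adjusted p = 0.93), with RPL35 at 0.17, RPL10A at 0.11, RPS3 at -0.25 and RPL28 at -0.17, had no member past it either. For 7 of the 21 lists, none of them called, the median or mean had the sign opposite to that of the test.

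Markers of other cell types were mostly dim. Of the fibroblast, melanocyte, immune and endothelial markers, 2, 1, 2 and 3 genes were bright enough to be tested, and none of these lists was shifted (adjusted p = 0.93, 0.93, 0.93 and 0.68, medians -0.04, -0.01, -0.02 and 0.05). The fibroblast markers VIM (-0.38) and MFAP5 (0.30) went opposite ways, each past the threshold adjusted over the list alone. SOX10 was at -0.01, TYROBP at 0.16, CD68 at -0.19, ENG at 0.08 and EGFL7 at 0.05.

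**Figure D3:**
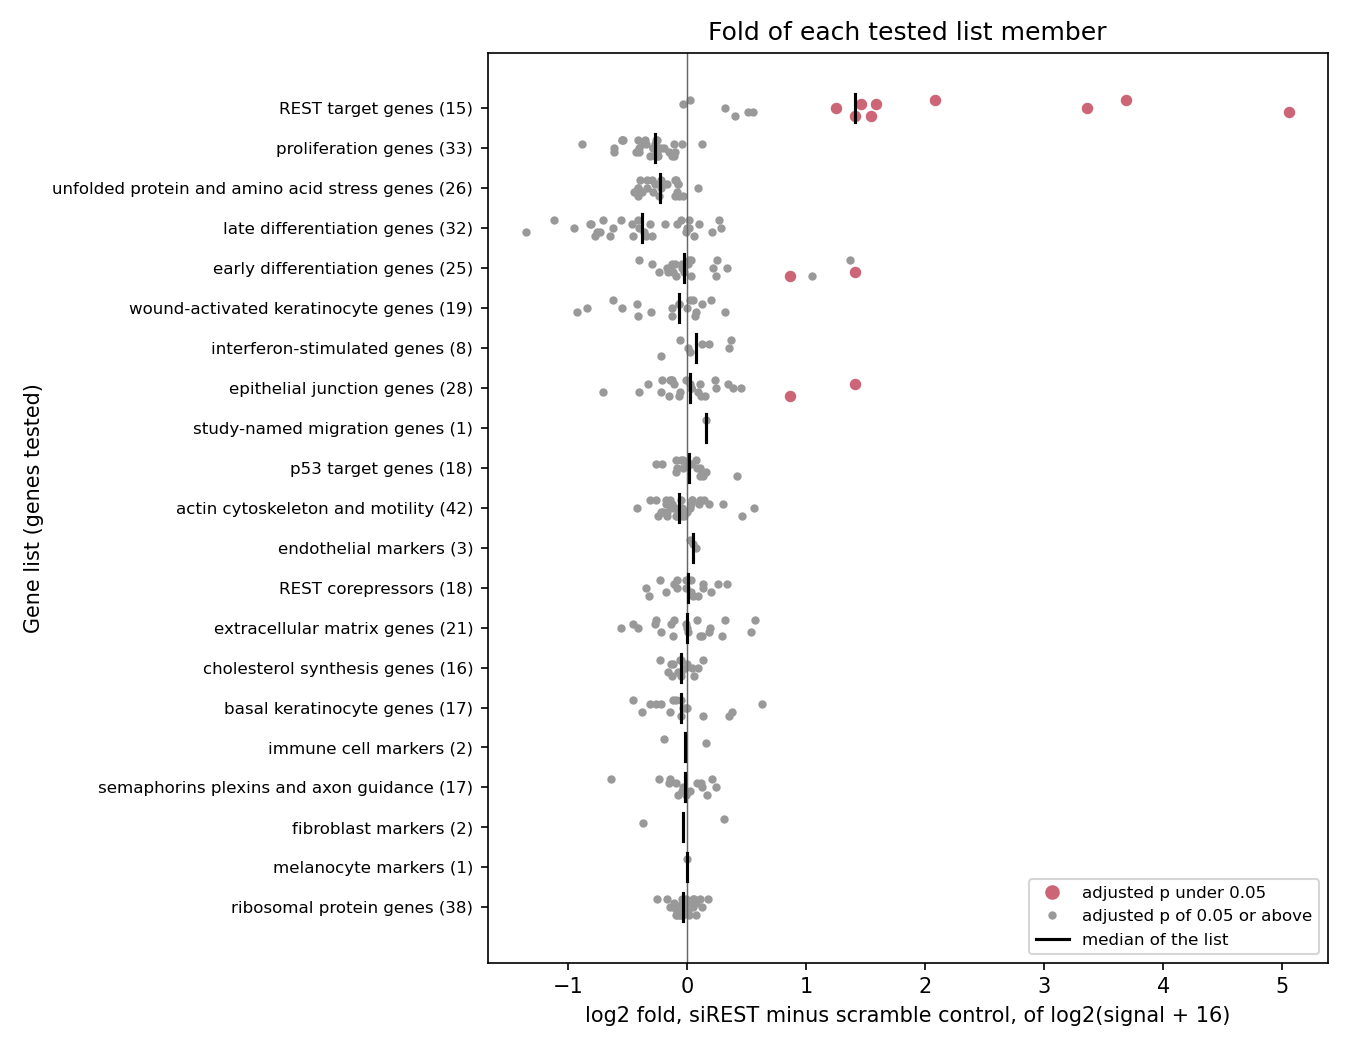
Log2 change, siREST minus scramble control on the log2(signal + 16) scale, of each tested gene of the 21 lists, with the number of genes tested in brackets, genes past an adjusted p of 0.05 in red, other genes in grey and the median of each list as a black line. The REST target genes have a median of 1.41 and 9 genes in red, and the early differentiation and epithelial junction lists share the same 2 genes in red.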

Values the study reported

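The study gave the size of its whole-transcript arrays as 26,869 probe sets and took raw values under 200 to mean that a gene was not expressed.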

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

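The list of REST targets was fixed beforehand, but the test of its dim members was not planned then, and the genes named here were chosen after their values were seen. REST target genes too dim for the test carried a signal of their own. Of 41 such genes, 1 had both siREST arrays below both scramble control arrays. It was NRP1, at 121 and 136 in scramble control and 94.3 and 117 in siREST cells. In 21 of the 41, or 51.2%, both siREST arrays lay above both scramble control arrays. That compares with 17.1% of 12346 other named probe sets under the minimum and 16.7% by chance (Fisher's exact test, two-sided p = 6.5e-07). This stands out because the signal minimum leaves these probe sets out; without it 7 REST targets passed the adjusted threshold when all probe sets were tested and 17 when those without a gene symbol were also left out, against 9 with it. Some granin genes of secretory vesicles were among them, but SCG2, with 23.5 and 19.4 in scramble control and 32.2 and 22.2 in siREST cells, was not. CHGA had signals of 3.09 and 0.00383 in scramble control and 184 and 154 in siREST cells, CHGB 6.26 and 2.32 against 96.6 and 106, and SCG3 5.96 and 3.03 against 114 and 156. SNAP25, a membrane fusion protein of synapses, had 5.28 and 13.8 against 86.1 and 78.5. No fold is given for them because both groups lay under 200. SYP had mean signals of 36.2 in scramble control and 129 in siREST cells, CALB1 27.1 and 94.4, CELSR3 46.0 and 151, and AP3B2 38.1 and 130.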

How the results depend on the processing

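REST stayed lower, with an adjusted p under 0.05, under every alternative run for it, and its log2 change ran from -2.73 to -2.15. The REST target list kept its direction throughout and its call except with the estimated correlation, with medians of 0.28 (no signal minimum) to 2.63 (minimum of 400). The tests of probe sets with 1 symbol only and of all probe sets with no signal minimum and cyclic loess were chosen after seeing the data; the others before. With all 33297 probe sets tested, 13 passed, 12 of them higher (92.3%), 1619 passed unadjusted and 7 lists were called, and 10 of the 33 named genes called before kept the call. With no minimum and only probe sets with a gene, 44 were higher at an adjusted p under 0.05, and 7 lists passed in place of 4. There 1417 passed the unadjusted p, 57.5% of these lower. All 33 named genes called before kept the call. The loss of calls with all 33297 probe sets thus came with adding probe sets without a symbol, not with dropping the minimum alone. With a minimum of 400 on 2 arrays, 15 passed, 12 of them higher, 477 passed unadjusted and 7 lists were called; fewer probe sets are tested there. Tested once per gene, 64 genes passed, 57.8% higher, and with 1-symbol probe sets alone 61, 59.0% higher, in both cases including all 33 named genes called before. The share lower at the unadjusted p was 53.5% after quantile normalization, 52.9% after centring and 53.01% after cyclic loess. With the replicate number as a replicate block, 16 probe sets passed, 15 of them higher (93.8%). Of the 33 named genes called before, 15 kept the call, and 6 REST targets were called higher in place of 9. DSC1, DSG1 and the 5 named falls did not pass. Deviations of same-numbered arrays correlated at -0.07, and with only 2 of them per group the numbers are not taken to pair the samples. With an estimated correlation 0 of the lists passed (adjusted p = 0.13 for REST targets, 0.93 for late differentiation and proliferation and 0.30 for stress genes). The preset gave 4 and fry 3. In simulations the test with an estimated correlation called 0% of moved lists. With fry the adjusted p was 0.93 for late differentiation and 0.62 for proliferation genes. Leaving out an array gave 10 to 193 probe sets, 9 to 81 of them higher (42.0% to 90.0%), 326 to 1902 unadjusted, and 57.5% to 67.0% of these lower. The highest counts came without scramble control replicate 2 and the lowest without a siREST array; the spread then rests on 1 pair. Late differentiation genes had medians of -0.61 to -0.049 and lost their call without scramble control replicate 2 or siREST replicate 2. Of the lists that were not called, wound-activated genes passed under 9 alternatives, early differentiation genes under 7, and epithelial junction and interferon-stimulated genes under 2 each. Lists also turned the direction of their test against other genes, at times with a median of unchanged sign. With a minimum of 400 this held for REST corepressors (median -0.088), p53 targets (-0.062) and cholesterol synthesis genes (-0.055), and for ribosomal protein genes after quantile normalization (0.028), centring (0.0018) and cyclic loess (0.028). Basal genes did so after quantile normalization (0.00041) and without members shared between lists (-0.055). Fry's directional test asks whether a list moves on balance and does not compare it with other genes. It gave the opposite direction to camera for REST corepressors, extracellular matrix and immune markers (adjusted p = 0.95), axon guidance genes (0.93) and melanocyte markers (0.998). With an array left out, medians ran from -0.062 to 0.035 for axon guidance, -0.11 to -0.031 for basal, -0.19 to 0.17 for early differentiation, -0.12 to -0.054 for actin, -0.038 to 0.014 for extracellular matrix, -0.088 to -0.0029 for cholesterol synthesis, -0.13 to 0.063 for fibroblast, -0.16 to 0.15 for melanocyte, -0.083 to 0.045 for immune, -0.089 to 0.15 for endothelial and -0.086 to -0.0037 for ribosomal protein genes. Tested once per gene, and with 1-symbol probe sets alone, HMGB2, LRATD2, EPHA2, IGFBP3, IL1B, IL1A and CLDN7 also passed (adjusted p = 0.017 to 0.033). Fewer tests are adjusted for there, and the variance that limma pools changes too, with 5.61 and 5.56 prior degrees of freedom in place of 4.12 and 3.31 with all probe sets. HMGB2, LRATD2, IL1B, IL1A, TAGLN and THBS1 passed without scramble control replicate 2 (0.028 to 0.045), and KPRP (0.043) and LCE2C (0.035) without scramble control replicate 1. Single genes near 0 changed sign as well. SOX10 was at 0.025 after quantile normalization, 0.030 after centring and 0.022 after cyclic loess, and CDK5R2 at 0.0011 after centring. With an array left out CDK5R2 ran from -0.12 to 0.050, CMPK2 from -0.17 to 0.056, SOX10 from -0.16 to 0.15, ENG from -0.089 to 0.24, EGFL7 from -0.0092 to 0.11, RPL10A from -0.022 to 0.24 and GRHL3 from -0.35 to 0.055. Where not stated, the cause was not tested. Of the other values for named genes and lists, 1377 and 383 kept direction and side of the threshold. Signals near the minimum of 200 limit the folds of dim genes.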

Other observations

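Of the tests below, those on array to array differences were chosen after the results they bear on had been seen, cyclic loess normalization was added after seeing the data, and the lists of ERK output, NRF2 target and synaptic release genes were drawn up after the comparison of the groups but before their own values were looked at.

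Several of the called rises lie outside the REST target list, and the genes here were picked after their values were seen. IGFL1 and GPR15LG, which encode secreted factors, were among them, and no list of such genes was tested. IGFL1 rose from 339 ± 8.13 to 775 ± 21.3 (SD, n = 2; log2 change 1.16, SE 0.10, adjusted p = 0.012 in limma) and GPR15LG, a chemoattractant of barrier epithelia, from 134 ± 12.1 to 328 ± 41.5 (adjusted p = 0.028). MAP1B, a microtubule protein of growing axons, rose from 250 ± 21.6 to 540 ± 26.1 (adjusted p = 0.027), FERMT2, an integrin activator, from 160 ± 11.9 to 308 ± 14.4 (adjusted p = 0.047), and SCAMP5, a secretory carrier protein, from 73.2 ± 13.7 to 306 ± 12.4 (adjusted p = 0.0067). All 5 lost the call without siREST replicate 1 (adjusted p = 0.091 to 0.60) and without siREST replicate 2 (0.072 to 0.34), and also when all 33297 probe sets were tested.

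The values of IL1A, IL1B, TGFA and HBEGF, lower adjusted over the wound list alone and picked after they were seen, may go with lower ERK signalling output, a hypothesis tested on 14 other ERK output genes. Their median log2 change was -0.28, 12 of 14 lay below 0, and the list stood below other genes (camera p = 8.1e-06, and p = 0.14 with an estimated correlation). The p stayed between 1.1e-06 and 0.0033 with each array left out. Adjusted over the list alone 7 were lower, PHLDA1 (-0.53), UPP1 (-0.69), SPRY4 (-0.49), IER3 (-0.53), DUSP4 (-0.44), DUSP6 (-0.39) and F3 (-0.30), and EGR1 (0.68) was higher, and none passed over all genes. No protein or kinase activity was measured, and the siRNA supplier goes with the group.

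Proliferation, stress and late differentiation genes were lower as lists, and differences between arrays that do not follow the groups are a candidate explanation for part of this. For late differentiation genes the list's level differed by up to 0.49 (log2) between arrays of 1 group, more than the -0.37 between the groups, as such differences would give. For stress genes the arrays of a group lay within 0.036 of each other and the nearest arrays of the groups 0.22 apart, which argues against it. For proliferation genes the range of 0.26 within a group and the difference of -0.29 between groups cannot be told apart with 4 arrays, while their median less that of all genes was -0.25 after quantile normalization, which argues against scaling. Loss of REST and the different siRNA suppliers stay open for all of them.

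The excess of falls at an unadjusted p of 0.05 may be a matter of scale. The share lower went from 68.8% to 52.9% with each array centred on its median and to 53.01% after cyclic loess normalization, which also takes out differences that depend on brightness. Both bring the arrays to a common level whatever the cause, which by itself pulls rises and falls towards balance. They remove a real shift of most genes as well, so that the lower shares cannot tell scale from such a shift.

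TXNRD1, an enzyme controlled by NRF2, was at 552 ± 3.75 and 338 ± 14.97 (SD, n = 2; log2 change -0.68, adjusted p = 0.11 in limma). A test of 13 other NRF2 targets against the remaining genes gave a median of -0.07 and a camera p of 0.50, short of the threshold. Of 43 probe sets for synaptic release genes outside the REST target list, 15, or 34.9%, had both siREST arrays above both scramble control arrays. The share was 17.3% of the 12648 other named probe sets within the same range of brightness (Fisher's exact test, two-sided p = 0.0071). It was 17.6% when these were also matched in brightness bins, for which no test was run. Among the 15, RIMS2 rose most on the log2 scale, though not in plain signal. It was at 46.1 and 56.1 against 93.5 and 92.2, under the signal minimum on all arrays. Others moved little, such as NRXN2 at 113.6 and 116.8 against 120.9 and 121.7.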
